A study of Mus musculus with 12 samples. Its data were reported in "Growth factor stimulation of cardiomyocytes induces changes in the transcriptional contents of secreted exosomes" (2013).

How the data were processed

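Exosomes released into serum-free medium by HL-1 cells, a mouse atrial cardiomyocyte line that keeps beating in culture, were studied in 12 samples. The 3 groups were untreated control, TGF-β2 at 10 ng/mL and PDGF-BB at 100 ng/mL, with 4 samples each and an incubation of 23 h. Per the labels, whole exosome RNA was purified with a column kit for fibrous tissue and amplified and labelled with the Illumina TotalPrep kit, and each sample was hybridised to 1 array of a MouseRef-8 BeadChip. Groups were taken from the sample titles. The array names in the labels place the samples on 2 chips, with 2 arrays of each group on either chip. The chip holding control samples 2 and 3 is called chip 1 and the chip holding control samples 1 and 4 is called chip 2.

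The deposited scanner table holds 25696 probes. Its intensity values are, per the file headers, the mean bead signal of each probe, and negative values show that the authors' software had subtracted a background, while the distributions differ between arrays, so that no normalization between arrays had been made. The deposited detection p-value gives the rank of a probe's signal among the negative control beads of the same array, in steps of 1 in 798. Bead numbers and bead standard errors were deposited beside each intensity. A separate value table of 25697 probes holds intensity on a linear scale as normalized between arrays by the authors, who used cubic splines. Its array medians lie between 5.23 and 5.27, its ranks within an array equal those of the scanner table, and it was used only as an alternative. Per the labels the software was GenomeStudio, with no version given.

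The authors deposited no log2 values, so the log2 scale used here was computed from the scanner intensity. Negative control moments were inferred from the detection p-values, normexp background correction and quantile normalization were applied with an offset of 16 (neqc in limma 3.58.1, R 4.3.3), and the log2 intensity was taken. Estimated correlations between genes used statmod 1.5.0, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. A probe was tested when its detection p-value was under 0.01 on at least 3 of the 12 arrays, which kept 1099 probes for 962 genes, or 5.80% of the 16593 named genes on the array. At a threshold of 0.01, about 257 probes per array are called detected by chance alone. Arrays give no counting error, and the precision depends on the number of arrays and on the noise of each: the median standard error of a log2 difference was 0.34. Of the 25696 probes, 23977 carried 1 gene symbol in the platform annotation, 0 carried several and 1719 carried none. The Entrez identifiers of 23961 named probes matched the reference gene table. No genome coordinates were used.

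The list of a group held the probes with a detection p-value under 0.01 on all 4 of its arrays, following the wording of the study's first criterion. The study's second criterion needs arrays of the parental cells, which were not used here. The lists of each pair of groups were compared by the number of probes on exactly 1 of them, set against all 35 splits of the 8 arrays (exact permutation). The number of detected probes per array was compared by a two-sided exact permutation test over 70 assignments, whose smallest possible p is 0.0286, with Benjamini-Hochberg adjustment over the 3 comparisons. Intensities were compared by limma on all 12 arrays with group means as the design, two-sided, with an adjusted p under 0.05 as the threshold. Gene lists with at least 5 tested genes were compared by camera with a preset correlation of 0.01, with 1 probe per gene and adjustment over the 15 tests of 5 lists. Camera sets the genes of a list against the other tested genes. Up and down in its results are relative to those genes and not to a difference of 0. The share of each of 21 lists found on the lists of all 3 groups was compared with all other named genes by a two-sided Fisher exact test, adjusted over the lists. Shares carry exact Clopper-Pearson intervals at a confidence level of 95%. For a gene detected on 0 arrays of a group, the fold was also bounded by setting that group's arrays to their own lowest detected signal where the gene lay below it. This bound holds for the means of the arrays at hand and carries no sampling error.

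The tests, the 21 gene lists, the named genes and most alternatives were fixed before the data were examined. Genes were named by these rules. Per comparison, genes past the threshold would be named, and where fewer than 5 passed in a direction, the 5 genes with the smallest unadjusted p in that direction are given with values only. Their differences within a chip come from the same arrays that picked them and are not independent support. The 15 brightest genes among those detected on all 12 arrays are named, as are up to 8 genes per group detected on 4 of 4 arrays of a group and 0 of 4 of the other. List members past a threshold would be named too. A fixed set of 13 genes completes the rule: Nfat5, Hdac5, Tgfbr1, Tgfbr2, Pdgfra, Pdgfrb, Cd63, Tsg101, Hspa5, Nppa, Actc1, Gapdh and Actb. Other genes were picked after their values were seen, as examples of a list, and this is said where they appear. The percentage of each list detected per array, with its exact permutation tests, was also added after the data were examined.

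The chips were tested as a batch. The mean rank correlation was 0.663 within chips and 0.597 between chips, and no other split of the 12 arrays into equal parts gave a difference as large (exact permutation p = 0.00216). By limma, 0 probes differed between the chips at an adjusted p under 0.05 and 154 at an unadjusted p under 0.05. The tests by limma and camera were therefore also made with the chip as a block and within each chip. The detection lists, the detected probes and the list percentages were repeated within each chip only.

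The limma step was tested on simulated data with the means and spread of the 1099 probes and 200 probes changed by known amounts. For TGF-β2 against control, 52% of the probes changed by 1 log2 unit and 80% of those changed by 2 units were recovered, with 7 false calls among 170. For PDGF-BB against control these shares were 38% and 90%, with 8 false calls among 168. For TGF-β2 against PDGF-BB they were 62% and 84%, with 4 false calls among 176. The simulated noise was drawn for each probe on its own, without the correlation between genes and arrays that the real values show. The simulation also changed 200 of the 1099 probes, and the adjusted threshold is harder to pass where fewer probes change. For both reasons these shares may overstate what could be recovered from the real arrays.

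The alternatives were other normalizations and offsets, other filters, array weights, the chip or the replicate number as a block, other detection thresholds, fewer arrays required, genes counted in place of probes, an estimated correlation in camera, another background for the shares, and leaving out each array. The study left out 1 PDGF-BB array for poor hybridisation, and the labels do not say which. All 4 therefore stayed in. The alternative fixed for this, leaving out the PDGF-BB array with the lowest upper percentile of intensity, picked PDGF-BB 2, whereas PDGF-BB 1 proved to be the array least like the others. Leaving out PDGF-BB 1 together with control 1, the detection results within each chip, and an estimated correlation in camera with each array left out, within a chip or under other settings, were added after seeing the data, as were the differences of named genes with 1 array left out of the values as normalized over all 12. Nothing else was left out of the arrays.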

Results

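Messenger RNA in exosomes from HL-1 cardiomyocytes was measured on 12 BeadChip arrays, 4 for each of the groups control, TGF-β2 and PDGF-BB. The number of probes detected per array was 463, 820, 1152 and 527 in control samples 1 to 4, 564, 989, 1506 and 518 in TGF-β2 samples 1 to 4, and 421, 322, 1070 and 294 in PDGF-BB samples 1 to 4. The means were 740.5 ± 315 for control, 894 ± 460 for TGF-β2 and 527 ± 366 for PDGF-BB (SD, n = 4 each), out of 25696 probes. PDGF-BB sample 1 had the lowest median correlation with the other arrays (0.232), followed by control sample 1 (0.525).

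**Figure D1:**
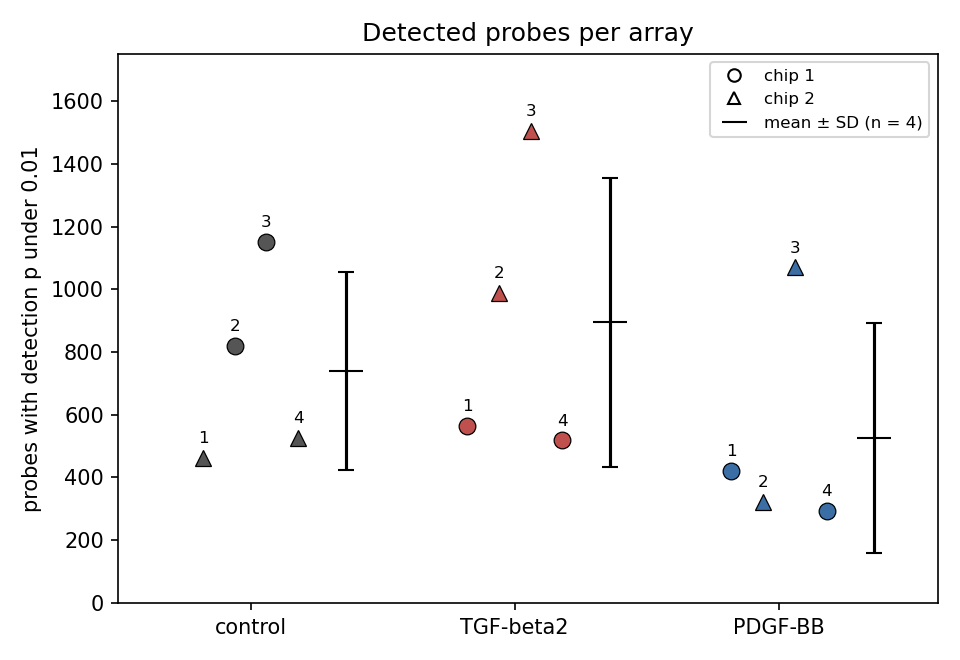
Number of probes with a detection p-value under 0.01 on each of the 12 arrays, by group, with the replicate number beside each point. Circles are arrays of chip 1, triangles are arrays of chip 2 and bars are the mean ± SD of 4 arrays. Control arrays on chip 1 lay above those on chip 2, while TGF-β2 arrays on chip 2 lay above those on chip 1.

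The first question was which transcripts the exosomes of all groups had in common. Transcripts of the cytosolic ribosomal proteins, the protein part of the ribosome, were the most widely detected group. Of 65 such genes on the array, 8 were detected on all 12 arrays (12.3%, exact interval 5.47 to 22.8%), and the Fisher exact test against all other genes gave an adjusted p = 5.217e-13. These were Rpl23, Rpl37, Rpl38, Rps14, Rps19, Rps20, Rps24 and Fau. Without PDGF-BB sample 1 the number was 17 of 65. No other list passed this test. The next lowest adjusted p values were 0.166 for the housekeeping genes and 0.583 for the translation factors, each with 1 gene on all arrays.

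By the level of single probes, which differ in response, the brightest on average was a probe for Rpl23, with a log2 intensity of 13.10 ± 0.28 (SD over 12 arrays). It held the highest value of the array on 10 of 12 arrays, where quantile normalization sets that value, and a second Rpl23 probe on the common list had 9.24 ± 1.08. Rpl37 followed at 11.19 ± 0.73, Rps20 at 10.90 ± 0.55, Rpl38 at 10.53 ± 0.56, Rps19 at 10.34 ± 0.82 and Rps14 at 9.12 ± 0.42. Irgm1, an interferon-induced GTPase, had 11.07 ± 0.41. Wsb2, which carries a SOCS box, had 10.83 ± 0.60, and Lbh, a transcriptional regulator of limb bud and heart, had 9.99 ± 0.70. Tuba1b, an α-tubulin, reached 9.47 ± 0.89, and Eef1g, a subunit of translation elongation factor 1, reached 9.23 ± 0.68. Ptpn11, the phosphatase SHP2 of growth factor receptor signalling, had 9.18 ± 0.49, and the kelch protein gene Klhdc10 had 9.13 ± 1.19. Cyb5b, a cytochrome of the mitochondrial outer membrane, had 8.51 ± 0.87, and Odc1, the rate-limiting enzyme of polyamine synthesis, had 8.20 ± 0.76. In all, 26 probes for 24 genes were detected on every array, or 55 probes without PDGF-BB sample 1. Ribosomal protein genes accounted for 9 of the 26 probes (34.6%, exact interval 17.2 to 55.7%) and 1 probe had no gene name (3.85%). Genes of oxidative phosphorylation accounted for 0 of the 26 probes.

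Heart muscle transcripts were also present, though on fewer arrays. As examples chosen after their values were seen, Atp2a2, the calcium pump of the sarcoplasmic reticulum, and Myl4, the atrial light chain of myosin, were each detected on 11 of 12 arrays, with log2 intensities of 7.99 ± 1.28 and 7.96 ± 0.97. Ttn, which encodes titin, was detected on 7 arrays and the gap junction gene Gja1 on 6. Among respiratory chain and ATP synthase genes, Atp5g3 was detected on 11 arrays and Cox8a on 9. Hspa8, a chaperone abundant in exosomes, was detected on 11. The tetraspanin gene Cd63 was detected on 1 array, and Tsg101, a component of the vesicle sorting machinery, on 0. Hspa5, an endoplasmic reticulum chaperone, the natriuretic peptide gene Nppa and the cardiac actin gene Actc1 were detected on 0 arrays. Gapdh was detected on 4 arrays and Actb on 3, each by the best of its probes.

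On the average array, 54.1% ± 20.9 of the ribosomal protein genes, 19.4% ± 16.8 of the oxidative phosphorylation genes, 13.2% ± 7.15 of the cardiomyocyte genes and 10.1% ± 6.25 of the exosome and multivesicular body genes were detected (SD over 12 arrays), against 3.74% ± 1.87 of all named genes. Housekeeping genes were detected at 22.7% ± 15.3, translation factors at 12.9% ± 10.2 and glycolysis genes at 12.5% ± 13.3. Olfactory and vomeronasal receptor genes, which serve as a background because cardiomyocytes should lack them, were detected at 1.70% ± 0.61. Markers of other cell types stayed low: fibroblast genes at 2.38% and leucocyte genes at 1.28%, with 0% for endothelial and erythroid genes.

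**Figure D2:**
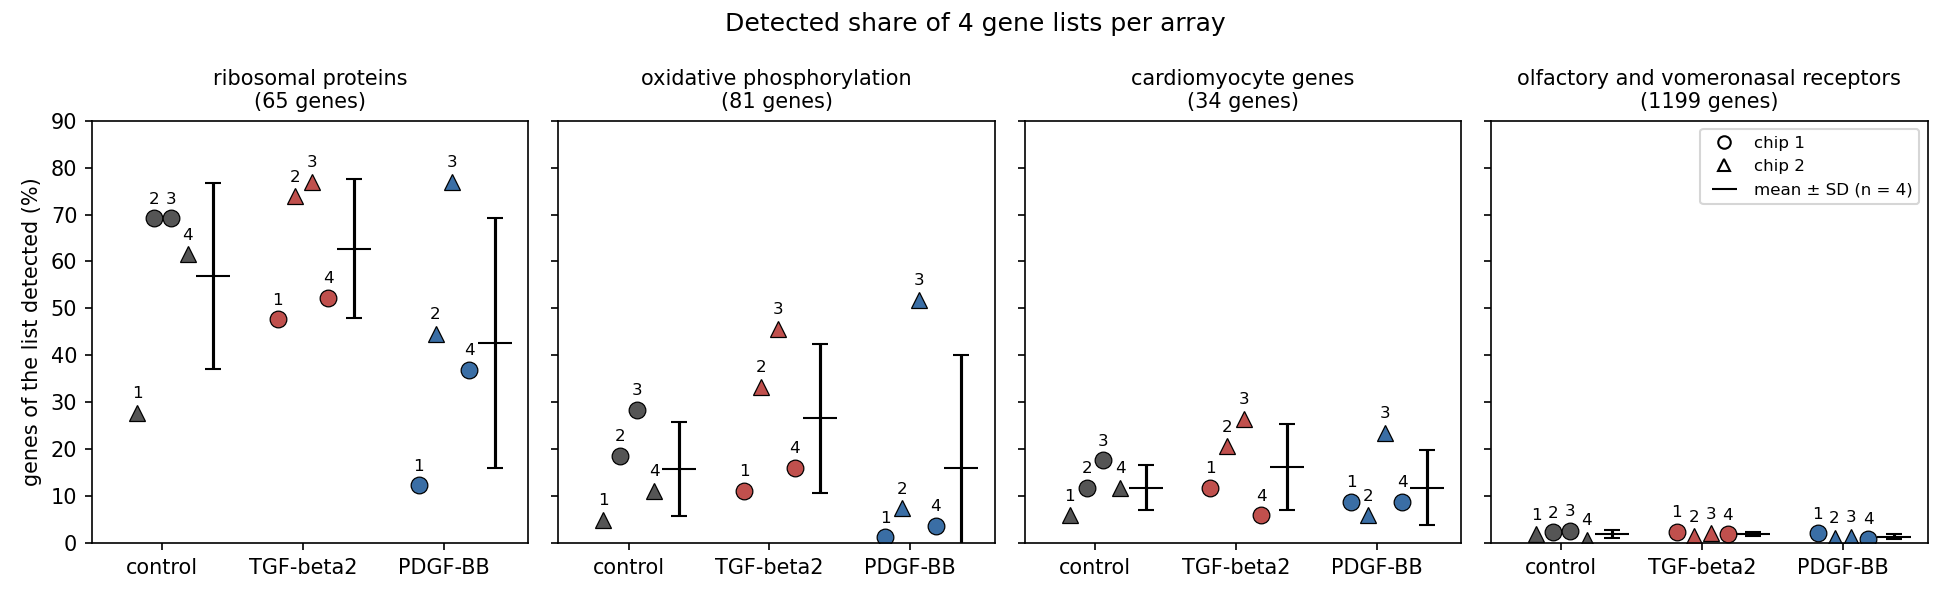
Percentage of the genes of 4 lists detected on each of the 12 arrays, by group, with the replicate number beside each point. Circles are arrays of chip 1, triangles are arrays of chip 2 and bars are the mean ± SD of 4 arrays. Ribosomal protein genes ranged from 12.3 to 76.9% between arrays, and the olfactory and vomeronasal receptors from 0.667 to 2.59%.

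The comparison of TGF-β2 with control asked whether this growth factor alters the transcripts that the exosomes carry. Ribosomal protein genes were detected at 62.7% ± 14.8 on TGF-β2 arrays and 56.9% ± 19.8 on control arrays (SD, n = 4), a difference of 5.77 percentage points that was −19.2 on chip 1, 30.8 on chip 2 and −3.97 without control sample 1. Oxidative phosphorylation genes were detected at 26.5% ± 15.9 and 15.7% ± 10.1, with −9.88 points on chip 1, 31.5 on chip 2 and 4.42 without TGF-β2 sample 3. Of 29 such genes tested by intensity, 22 had a positive difference, with a median of 0.21 on the log2 scale, and camera gave an adjusted p = 0.0584 (limma design), or adjusted p = 0.975 with an estimated correlation. Leaving out 1 array, this list passed in camera without TGF-β2 sample 1 (adjusted p = 0.0132), TGF-β2 sample 4 (adjusted p = 0.0262) or PDGF-BB sample 3 (adjusted p = 0.0103, all limma design), and did not with an estimated correlation (adjusted p = 0.866, 0.855 and 0.548). Ribosomal protein genes had a median of 0.12, with 32 of 49 positive and 16 negative, and an adjusted p = 0.307 in camera on the limma fit. Within the chips camera gave their direction as down on chip 1 and up on chip 2, and no list passed there with an estimated correlation. TGF-β target genes were detected at 7.50% ± 4.19 of their number with TGF-β2 and 9.17% ± 5.0 in control. As examples from that list, chosen after their values were seen, Acta2, smooth muscle actin, was detected on 4 arrays of either group, and Klf10, an early TGF-β response gene, on 3 TGF-β2 and 2 control arrays.

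Single genes did not pass the test. By limma, 0 of 1099 probes had an adjusted p under 0.05, and 8 had an unadjusted p under 0.05, where chance gives about 55.0. The genes with the smallest unadjusted p are therefore given as values. Higher with TGF-β2 were Ube2b, a ubiquitin-conjugating enzyme (0.54 ± 0.23, log2 difference ± SE), Ndufv1, a core subunit of complex I (0.50 ± 0.21), Mapk9, the stress kinase JNK2 (0.71 ± 0.32), the olfactory receptor gene Olfr1225 (0.62 ± 0.30) and Arpc1a, of the actin-nucleating Arp2/3 complex (1.36 ± 0.67). Lower were Appbp2 (−0.94 ± 0.25), Reep1, which shapes the endoplasmic reticulum (−0.57 ± 0.22), Eef1a2, the muscle form of an elongation factor (−0.86 ± 0.34), Rcan3, a calcineurin regulator (−0.94 ± 0.42), and Bbs2, of the ciliary BBSome (−0.51 ± 0.27). All 10 had an adjusted p = 1 in limma. A second Rcan3 probe, detected on 11 arrays, went the other way, with a mean of 7.74 in control and 7.92 with TGF-β2. Ube2b was detected on 3 TGF-β2 arrays and 0 control arrays. By the means, without sampling error, it was at least 1.16-fold higher, counted against the detection limit of the control arrays. Bbs2 was detected on 2 control arrays and 0 TGF-β2 arrays and was at least 1.19-fold higher in control by the same count. Olfr985, an olfactory receptor gene, was the 1 probe detected on 4 of 4 TGF-β2 and 0 of 4 control arrays (0.22 ± 0.16, at least 1.04-fold by the means), and 29 of the 35 splits of the 8 arrays gave at least 1 such probe. Single arrays carried part of these differences: without TGF-β2 sample 4 Ube2b was at 0.30, Olfr1225 at 0.37 and Rcan3 at −0.62, without control sample 1 Arpc1a was at 0.87 and Bbs2 at −0.28, and without control sample 2 Eef1a2 was at −0.53. Over the settings other than leaving out each array, the smallest differences were 0.29 (Ube2b), 0.26 (Ndufv1), 0.22 (Mapk9), 0.17 (Olfr1225) and 0.90 (Arpc1a). For the lower genes they were −0.41 (Appbp2), −0.18 (Reep1), −0.43 (Eef1a2), −0.42 (Rcan3) and −0.27 (Bbs2).

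Within both chips, Mapk9 was 0.22 and 1.28 higher with TGF-β2 and Arpc1a 0.91 and 1.85 higher, and the first Rcan3 probe was lower (−1.07 and −0.64). On the 1 chip where they passed the filter, Ndufv1 (0.46) and Olfr1225 (0.78) were higher on chip 1, and Appbp2 (−0.72), Reep1 (−0.72) and Eef1a2 (−0.43) were lower on chip 2. With the chip as a block the differences of single genes equalled the pooled ones, as each chip held the groups in equal number, and limma again gave 0 probes and camera 0 lists. The TGF-β2 list held 179 probes and the control list 92, with 125 probes on exactly 1 of both lists. That number was reached by 26 of the 35 splits of the 8 arrays (exact permutation p = 0.743). Without control sample 1 the control list held 262 probes. TGF-β2 arrays detected 154 more probes on average (exact permutation p = 0.6, adjusted p = 0.6), with −445 on chip 1, 752.5 on chip 2 and −50.2 without TGF-β2 sample 3. Of the 103 probes found on the TGF-β2 list alone, 102 were also detected on at least 1 control array, and with 1 array left out the 103 ranged from 28 to 163. Of the 103, 80 were detected on 3 of 4 arrays of another group.

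The comparison of PDGF-BB with control asked the same of the second growth factor. Ribosomal protein genes were detected at 42.7% ± 26.7 on PDGF-BB arrays and 56.9% ± 19.8 on control arrays (SD, n = 4), a difference of −14.2 percentage points that was −44.6 on chip 1, 16.2 on chip 2, −4.10 without PDGF-BB sample 1 and −25.6 without PDGF-BB sample 3. By intensity, 39 of 49 had a negative difference, with a median of −0.13 on the log2 scale and an adjusted p = 0.716 in camera on the limma fit. Single arrays set camera's direction, which is relative to the other tested genes. Camera gave it as up without PDGF-BB sample 1 (adjusted p = 0.0150, limma design) and as down without PDGF-BB sample 3 (adjusted p = 0.00984, limma design). With an estimated correlation these were adjusted p = 0.987 and 0.659. Oxidative phosphorylation genes were detected at 16.05% ± 24.0 and 15.7% ± 10.1. PDGF-BB sample 3 alone reached 51.9%. Without it the difference was −11.6 points, and on chips 1 and 2 it was −21.0 and 21.6. Their intensities had a median difference of 0.07 and a mean of −0.01, while camera gave the direction as up (adjusted p = 0.249, limma design). Without PDGF-BB sample 1 they passed in camera as up (adjusted p = 0.0150, limma design), with an adjusted p = 0.987 with an estimated correlation. Cardiomyocyte genes had a median of −0.01 and a mean of 0.01, with camera's direction up (adjusted p = 0.716, limma design). Immediate early and growth factor response genes were detected at 3.70% ± 3.02 with PDGF-BB and 4.63% ± 4.66 in control.

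For single genes, limma again gave 0 of 1099 probes at an adjusted p under 0.05, with 48 at an unadjusted p under 0.05, 9 higher and 39 lower. Lower with PDGF-BB were Appbp2 (−1.20 ± 0.25, limma adjusted p = 0.504), E2f1, a transcription factor of cell cycle entry (−1.43 ± 0.36), Nras, a small GTPase downstream of growth factor receptors (−1.92 ± 0.50), Reep1 (−0.81 ± 0.22) and Cggbp1, a DNA-binding protein (−1.75 ± 0.49), with adjusted p = 0.696 for the last 4. Appbp2, E2f1, Nras and Reep1 lay lower on all 4 PDGF-BB arrays than on any control array. They were picked by the smallest p of this comparison, so neither this separation nor the values within chips is independent support. Nras was −1.91 and −1.71 on chips 1 and 2, E2f1 −1.40 and −1.31, and Cggbp1 −1.47 and −1.95. Appbp2 (−1.31) and Reep1 (−1.06) were tested on chip 2 alone. Reep1 was detected on 4 of 4 control arrays and 0 of 4 PDGF-BB arrays, by the means at least 1.20-fold higher in control when counted against the detection limit of the PDGF-BB arrays. It was the 1 such probe, and 24 of the 35 splits gave at least 1. Higher with PDGF-BB were the receptor gene Notch2 (0.87 ± 0.33), Slc25a3, the mitochondrial phosphate carrier (0.53 ± 0.21), Ube2o, a ubiquitin-conjugating enzyme (0.62 ± 0.25), Gm11541 (0.94 ± 0.38) and Thnsl2 (0.48 ± 0.20), each with a limma adjusted p = 0.820. Within a chip, Notch2 (0.79) and Ube2o (0.66) were tested on chip 1 alone and Slc25a3 (0.34) on chip 2 alone. When arrays were scaled to a common median, Notch2 turned to −0.060, and Slc25a3 was at 0.09, Ube2o at 0.06 and Gm11541 at 0.10. Gm11541 and Thnsl2 were detected on 0 control arrays and were at least 1.68-fold and 1.02-fold higher against the detection limit, by the mean of all 4 PDGF-BB arrays. Without PDGF-BB sample 2 the difference of Gm11541 was 0.49, and without PDGF-BB sample 1 that of Ube2o was 0.40.

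Without control sample 1, limma passed 2 probes in this comparison, named here after their values were seen. These were Myocd, which encodes myocardin, a coactivator of heart and smooth muscle genes (−2.44, limma adjusted p = 0.0360), and Adarb1, an RNA-editing adenosine deaminase (−1.60, limma adjusted p = 0.0360). With all arrays their differences were −1.72 and −1.09, with adjusted p = 0.820. For Myocd, the array left out was the control array that lay within the range of the PDGF-BB arrays. It had a log2 intensity of 5.08, where control samples 2 to 4 had 7.81, 8.05 and 7.18. The Myocd call therefore depends on leaving out an untreated array with a low level. With the chip as a block, limma gave 0 probes and camera 0 lists. The PDGF-BB list held 37 probes, or 97 without PDGF-BB sample 1, and 77 probes were on exactly 1 of the PDGF-BB and control lists, a number reached by 17 of the 35 splits (exact permutation p = 0.486) that ranged from 77 to 243 with 1 array left out. PDGF-BB arrays detected fewer probes by a mean difference of −214 (exact permutation p = 0.4, adjusted p = 0.6), with −628.5 on chip 1, 201 on chip 2, −76.6 without control sample 3 and −395 without PDGF-BB sample 3. All 8 probes found on the PDGF-BB list alone were detected on at least 1 array of another group.

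The comparison of TGF-β2 with PDGF-BB asked whether the growth factors differ from each other. Myocd had the smallest p, with a log2 intensity of 7.81 ± 0.09 with TGF-β2 and 5.31 ± 0.76 with PDGF-BB (SD, n = 4), a difference of 2.50 ± 0.58 (SE) that did not pass (limma adjusted p = 0.830). It was 2.71 on chip 1 and 2.12 on chip 2, and without control sample 1 it was 2.57 and passed (limma adjusted p = 0.0233), as the 1 probe that did. Control sample 1 is in neither group of this comparison, and without it the SE was 0.36. Its own Myocd value was 5.08, below the PDGF-BB mean, where control samples 2 to 4 had 7.81, 8.05 and 7.18. A low Myocd level was therefore also seen on an untreated array. Wtip, a LIM domain protein (1.93 ± 0.53), Nras (1.69 ± 0.50), Morf4l2, a chromatin protein (1.56 ± 0.46), and Spop, an adaptor of a ubiquitin ligase (2.17 ± 0.64), were also higher with TGF-β2 and were 1.26 to 2.38 higher within either chip. Lower were Slc25a3 (−0.57 ± 0.21), Notch2 (−0.88 ± 0.33), Gm11541 (−0.96 ± 0.38), Zcchc9 (−2.62 ± 1.04, with −3.61 and −1.48 on chips 1 and 2 and −0.23 with scaling to a common median) and Ptprf, a receptor tyrosine phosphatase (−0.55 ± 0.22). Against the detection limit of the TGF-β2 arrays, where Gm11541 and Ptprf were detected on 0 arrays, these were by the means at least 1.73-fold and 1.21-fold higher with PDGF-BB. With scaling to a common median Slc25a3 was at −0.04, Notch2 at −0.05, Gm11541 at −0.13 and Ptprf at −0.17. Without PDGF-BB sample 2 Gm11541 was at −0.52, and without PDGF-BB sample 1 Nras was at 1.12. All had an adjusted p = 0.830 in limma, where 0 probes passed and 52 had an unadjusted p under 0.05, 41 higher and 11 lower with TGF-β2. The median difference over all tested probes was 0.14, against 0.05 and −0.06 for TGF-β2 and PDGF-BB against control.

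Detected on 4 of 4 TGF-β2 arrays and 0 of 4 PDGF-BB arrays were Tcf4, a helix-loop-helix transcription factor (1.15 ± 0.47, at least 1.54-fold by the means), Rab21, a GTPase of early endosomes (0.51 ± 0.30, at least 1.07-fold), Rarb, a retinoic acid receptor (0.29 ± 0.24), and Olfr985 (0.24 ± 0.16), none past the threshold of limma. For Rarb and Olfr985 the count against the detection limit gave −0.13 and −0.21 on the log2 scale, so it did not show a higher level with TGF-β2. At least 4 such probes were given by 6 of the 35 splits (exact permutation p = 0.171). Without TGF-β2 sample 1 the difference of Rab21 was 0.17. Rarb was 0.58 on chip 1 and −0.13 on chip 2, 0.20 without PDGF-BB sample 1 and 0.47 without PDGF-BB sample 2. Ribosomal protein genes were detected at 20 percentage points more with TGF-β2, 25.4 on chip 1, 14.6 on chip 2, 9.87 without PDGF-BB sample 1 and 31.4 without PDGF-BB sample 3. Their intensities had a median difference of 0.44, with 42 of 49 positive, and an adjusted p = 0.225 in camera on the limma fit. Relative to the other tested genes, camera gave the direction as down without PDGF-BB sample 1 (adjusted p = 0.384, limma design) and as up without PDGF-BB sample 3 (adjusted p = 0.00293, limma design), the latter with an adjusted p = 0.621 with an estimated correlation. Oxidative phosphorylation genes differed by 10.5 percentage points, with 11.1 and 9.88 within the chips, 4.12 without TGF-β2 sample 3 and 22.4 without PDGF-BB sample 3. Over all arrays, 21 of 29 of these genes had a positive intensity difference, and camera gave an adjusted p = 0.933 (limma design). Without PDGF-BB sample 3 this list passed in camera (adjusted p = 0.00645, limma design), with an adjusted p = 0.548 with an estimated correlation. Exosome and multivesicular body genes were detected at 15.2% ± 6.76 with TGF-β2 and 7.14% ± 5.05 with PDGF-BB, and this shared the smallest exact permutation p of 60 such list comparisons (p = 0.143, adjusted p = 1) with the olfactory and vomeronasal receptors, the background list, in the same comparison. The share of all named genes detected per array went the same way, with 3.88% for control, 4.58% for TGF-β2 and 2.76% for PDGF-BB, so these percentages do not separate a list from the strength of the arrays. With the chip as a block, limma gave 0 probes and camera 0 lists. The lists differed by 158 probes, a number reached by 3 of the 35 splits (exact permutation p = 0.0857), and TGF-β2 arrays detected 367.5 more probes (exact permutation p = 0.2, adjusted p = 0.6), with 183.5 on chip 1, 551.5 on chip 2 and 164 without TGF-β2 sample 3.

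Across the 15 tests of 5 lists, camera passed 0 at an adjusted p under 0.05 and had 3 at an unadjusted p under 0.05, which were oxidative phosphorylation in TGF-β2 against control, and the olfactory and vomeronasal receptors in PDGF-BB against control and in TGF-β2 against PDGF-BB. With an estimated correlation, every test had an adjusted p = 0.975 in the limma design, so no call was there to hold. The calls that camera gave with 1 array left out, or within a chip, were all lost with an estimated correlation, where the smallest adjusted p was 0.463. They included the olfactory and vomeronasal receptors, the list expected to be absent: up in PDGF-BB against control without control sample 1, TGF-β2 sample 4 (adjusted p = 0.0335 each) or PDGF-BB sample 3 (adjusted p = 0.00293), and down in TGF-β2 against PDGF-BB without TGF-β2 sample 1 (adjusted p = 0.00900), TGF-β2 sample 4 (adjusted p = 0.0114) or PDGF-BB sample 3 (adjusted p = 0.00645, all limma design). The estimated correlations, and camera within a chip, were added after the data were seen. The translation factors and cardiomyocyte genes had adjusted p values from 0.564 to 0.968. Adjusted over the list alone, 0 genes of any of the 5 lists passed in any comparison, the same as over all genes tested.

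Of the genes the study had singled out on these samples, Nfat5, a transcription factor of osmotic stress, was detected on 2 control, 2 TGF-β2 and 1 PDGF-BB arrays, and Hdac5, a histone deacetylase that represses hypertrophic genes, on 0, 0 and 1. As these were chosen on the same samples, they are not independent evidence. Tgfbr1, the type I receptor for TGF-β, was detected on 2, 2 and 1 arrays. The receptor genes Tgfbr2, Pdgfra and Pdgfrb were detected on 0 of 12 arrays.

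**Figure D3:**
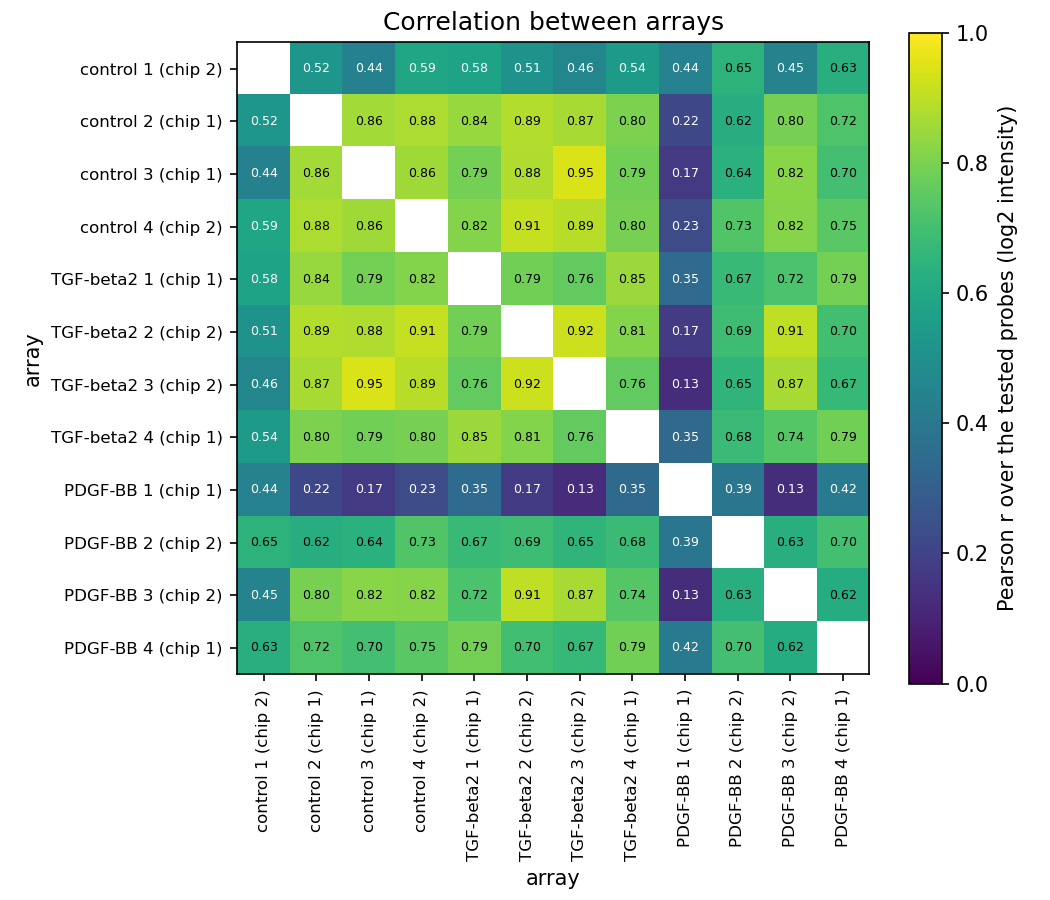
Pearson correlation between the log2 intensities of each pair of the 12 arrays over the 1099 tested probes, labelled by group, replicate and chip. Each cell is 1 pair of arrays. PDGF-BB sample 1 correlated at no more than 0.442 with any other array.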

Values the study reported

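The study reported 505 transcripts found in all control samples, 562 in all TGF-β2 samples and 300 in all PDGF-BB samples, the last from 3 samples. It reported 217 transcripts shared by the 3 groups, and 88, 145 and 39 transcripts unique to the control, TGF-β2 and PDGF-BB groups. About 15% of the shared transcripts were given as ribosomal and about 13% as unknown loci.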

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

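The tests of the list sizes, of PDGF-BB sample 1 and of the chips were chosen only after the results were seen, and what the splits of the arrays were to show was also written down after the counts were known.

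The lists of probes detected on all arrays of a group held 92 probes for control, 179 for TGF-β2 and 37 for PDGF-BB. Without control sample 1 the control list held 262 probes, more than the 191 of the shortest list from 3 TGF-β2 arrays, so a single weak array may account for the short control list. Without PDGF-BB sample 1 the PDGF-BB list held 97 probes, still under 191, which argues against a single weak array as the whole cause in that group. Transcripts carried with TGF-β2 and missing from control exosomes are argued against by the 103 probes found on the TGF-β2 list alone, of which 102 were detected on at least 1 control array. An effect of either growth factor on how much of each transcript is carried stays open, since the number of detected probes per array did not separate the groups (exact permutation p from 0.2 to 0.6).

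PDGF-BB sample 1 stood apart from the other arrays, with a median correlation of 0.232 where the next array in its group had 0.654. A low number of beads is argued against, as its median of 41 beads per probe lay above the lowest array's 37. A wrong label could not be decided. Its highest correlation with an array of another group was 0.442 (control sample 1), where the other arrays had at least 0.646. Within its own group the highest was lower, at 0.417 (PDGF-BB sample 4). An array that correlates weakly with all others cannot settle its group this way, and a weak array of another group is not excluded. Poor labelling or hybridisation stays open: its ribosomal protein genes had the lowest median raw intensity (19.4), but by too little to decide, as control sample 1, which correlated better with the rest, had 21.7. No biological explanation was tested, because the design gives PDGF-BB sample 1 no treatment of its own. The study reported that the parental cells matching its excluded PDGF-BB exosome sample were an outlier among the cell arrays too. Whether that sample was PDGF-BB sample 1 is not stated, and the cell arrays were not used here.

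The arrays split by chip, and the difference in detected probes between TGF-β2 and control had opposite signs on chip 1 (−445) and chip 2 (752.5). A chip that detected more probes in every group is argued against, since the mean on chip 1 minus chip 2 was 491 for control and −706.5 for TGF-β2, with no overlap between the chips in either group. Non-specific signal shared by the arrays of a chip may be part of it: over 17989 probes detected on no array even at a threshold of 0.05, correlations within chips exceeded those between chips by 0.0608 (exact permutation p = 0.00216). Culture or preparation batches that differ by group and chip cannot be told apart from chance, because the change of 1197.5 probes between the chips had an exact permutation p = 0.0556, the smallest that 2 arrays per group and chip allow. An effect of TGF-β2 that depends on the culture batch stays open as well, untested.

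Other splits of the 8 arrays of each pair of groups gave numbers of probes on exactly 1 list as large as the real ones often enough that chance cannot be excluded there in any comparison: 26 of 35 splits gave at least the 125 of TGF-β2 against control (highest other split 289), 17 gave at least the 77 of PDGF-BB against control (235) and 3 gave at least the 158 of TGF-β2 against PDGF-BB (213). Splits that keep 2 arrays of each chip on either side, a count added after the data were seen, number 18, too few for a share under 0.05. Among these the real numbers of 125, 77 and 158 stood against a highest other of 289, 235 and 157. The split of TGF-β2 and control arrays by chip gave 177. Within chips 1 and 2 the lists of these groups differed by 391 and 593 probes. Those lists need only 2 arrays per group and are longer by construction, so these numbers cannot be set against the 125 or the 177. In limma and in camera the real splits gave 0 probes and 0 lists, so all 35 splits were as large by construction and this count tests nothing there. The highest other splits gave 3, 78 and 3 probes in limma and 3, 4 and 4 lists in camera, for TGF-β2 against control, PDGF-BB against control and TGF-β2 against PDGF-BB. The split with 78 probes set control 1 and PDGF-BB 1, 2 and 4 against control 2, 3 and 4 and PDGF-BB 3. It differs from the real grouping only by the exchange of control 1 and PDGF-BB 3, so it cannot separate the treatment from another structure of the samples. Its sides held the 4 arrays with the fewest detected probes (294 to 463) and the 4 with the most (527 to 1152). What this split reflects was not tested. The split of TGF-β2 and PDGF-BB arrays by chip gave 3 probes in limma, where the real comparison with the chip as a block gave 0.

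Single arrays stood apart from the other 3 of their group in 42 of 256 groups of values, where chance flags about 1 in 20 groups of continuous values. Of the 42, 23 came from groups with tied values, to which that rate does not apply. Among the 198 groups with 4 different values there were 19, where chance gives about 9.9, many of them on the same few arrays. PDGF-BB sample 3 was high, with 1070 detected probes and 51.9% of oxidative phosphorylation, 45.5% of housekeeping, 35.7% of glycolysis, 28.3% of translation factor, 23.5% of cardiomyocyte, 11.8% of growth factor and receptor, 7.14% of endoplasmic reticulum and 3.08% of histone genes detected. Its log2 intensity was high for Gapdh (6.25), Tgfbr1 (5.53), Actb (5.21) and Ube2b (5.02). PDGF-BB sample 1 was low for Rpl37 (9.08), Rps19 (8.43), Eef1g (7.55), Tuba1b (6.93), a second Rpl23 probe (5.88), Fau (5.75) and Arpc1a (5.11), and high for Rpl38 (11.61), Nfat5 (5.41) and the share of fibroblast genes (7.14%). PDGF-BB sample 2 was low for Rps20 (10.63) and Odc1 (6.39), and PDGF-BB sample 4 had a median of 40 beads per probe. Control sample 1 was low in its median correlation (0.525) and for Rps19 (8.99), Morf4l2 (5.70) and Denn2b (5.43). Control sample 2 was high for the second Rpl23 probe (9.66) and low for Tgfbr2 (4.68). Control sample 3 had a median of 37 beads per probe and was high for endoplasmic reticulum and fibroblast genes (7.14% each), and control sample 4 was high for leucocyte genes (7.69%). TGF-β2 sample 1 was high for Rab21 (6.56) and Gm11541 (5.05), sample 2 for Cd63 (5.17) and sample 3 for leucocyte (7.69%) and histone genes (3.08%). The fibroblast and endoplasmic reticulum lists hold 14 genes and the leucocyte list 13, so their flagged percentages each rest on a single detected gene. Tgfbr2 was detected on 0 arrays and Gm11541 on 0 TGF-β2 arrays, so their flagged values are undetected signal.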

How the results depend on the processing

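The settings without control 1 and PDGF-BB 1 together, the detection and camera results within chips, an estimated correlation in camera with an array left out, within a chip, with the authors' values, with no filter or with the replicate block, the differences of named genes with an array left out of the values as normalized over all 12, and all percentages of lists detected were chosen only after the data were seen. Under settings other than leaving out each array, the values of single genes and of list percentages kept their direction and their side of the threshold 505 times and turned 8 times, and the counts and the differences in detected probes stayed 152 times, moved 67 times and turned 3 times. With each array left out these numbers were 481 and 4, with 1 newly past the threshold (Myocd), and 213, 26 and 1. A dim gene that a setting's filter removed has no value there. The limma count of probes was 0 in all 3 comparisons under every other normalization, offset and filter, array weights, the chip as a block and within each chip. The replicate numbers in the titles were taken as numbers only: like-numbered arrays deviated from their group means with correlations of −0.23 to 0.43, in no comparison over 0.1 for every pair, and not every array correlated best with its own number. In TGF-β2 against PDGF-BB all 4 like-numbered pairs, which also shared a chip, correlated positively (0.092 to 0.40). The replicate numbers as a block (replicate block) also gave 0 probes in limma, with 2, 1 and 2 lists in camera for TGF-β2 against control, PDGF-BB against control and TGF-β2 against PDGF-BB, and 0 lists in each with an estimated correlation. Detected on all arrays of control, TGF-β2, PDGF-BB and all 3 groups were 234, 371, 143 and 54 probes at a threshold of 0.05, 48, 111, 13 and 11 at 0.001, 302, 335, 127 and 99 with 3 of 4 arrays required, 534, 275, 78 and 41 on chip 1, and 139, 682, 179 and 75 on chip 2. Found on the list of control, TGF-β2 or PDGF-BB alone were 87, 208 and 55 probes at 0.05, 3, 66 and 2 at 0.001, 74 for control with 3 of 4 arrays, 319, 60 and 25 on chip 1, 494 for TGF-β2 and 27 for PDGF-BB on chip 2, and 17 for PDGF-BB without its array of lowest upper percentile intensity. On exactly 1 list, for the comparisons in the order above, were 329, 251 and 356 probes at 0.05, 69, 39 and 102 at 0.001, 195, 217 and 246 with 3 of 4 arrays, 391, 518 and 259 on chip 1, and 593, 162 and 563 on chip 2. Looser criteria, and lists made from fewer arrays, hold more probes by construction. Without control 1 and PDGF-BB 1 the control list held 262 probes, the PDGF-BB list 97 and the common list 83, with 110 on the control list alone, 28 on the TGF-β2 list alone and 187 on exactly 1 of the PDGF-BB and control lists. Leaving out each array in turn, the control list ranged from 92 to 262, its probes found nowhere else from 11 to 112, those of TGF-β2 from 28 to 163 and of PDGF-BB from 4 to 17, the PDGF-BB list from 37 to 97, the common list from 26 to 55, and the probes on exactly 1 of the PDGF-BB and control lists from 77 to 243. In limma these counts ranged from 0 to 2 for PDGF-BB against control and from 0 to 1 for TGF-β2 against PDGF-BB, the calls coming without control 1, and in camera from 0 to 1, 0 to 2 and 0 to 3 lists. The camera count was 1 for TGF-β2 against control and 1 for TGF-β2 against PDGF-BB with the authors' value table (oxidative phosphorylation, and the olfactory and vomeronasal receptors) and again with no filter (oxidative phosphorylation, and ribosomal proteins), 2, 3 and 1 in the 3 comparisons on chip 1, and 1 and 2 in the first 2 on chip 2, where ribosomal protein genes went down against control on chip 1 and up on chip 2. With an estimated correlation camera gave 0 lists in all 3 comparisons with each array left out, within each chip, with the authors' value table, with no filter and with the replicate block. With 3 of 4 arrays required, 2 lists passed the Fisher exact test for shares, the second being the olfactory and vomeronasal receptors with 0 of 1199 genes. The difference in detected probes between TGF-β2 and control turned to −15.75 at 0.05 and −445 on chip 1 and ranged from −50.2 to 291 when each array was left out, and that between PDGF-BB and control turned to 201 on chip 2. The difference in the percentage of ribosomal protein genes turned to −19.2 on chip 1 and −3.97 without control 1, with or without PDGF-BB 1, for TGF-β2 against control, and to 16.2 on chip 2 for PDGF-BB against control. That of oxidative phosphorylation genes turned to −9.88 on chip 1 for TGF-β2 against control, and for PDGF-BB against control to −0.617 at 0.05 and −21.0 on chip 1, and it ranged from −11.6 to 5.25 when each array was left out, below 0 without control 1, control 4 or PDGF-BB 3. Notch2 turned to −0.060 with median scaling (PDGF-BB against control) and Rarb to −0.13 on chip 2 (TGF-β2 against PDGF-BB). For the changes not set by construction, the cause was not tested.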

Other observations

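The test of the second probes was written down before its result was seen, and the genes named here as examples were chosen after their values were seen.

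Further transcripts were detected in the exosomes. Klf10, an early response gene of TGF-β signalling, was detected on 2 control, 3 TGF-β2 and 4 PDGF-BB arrays, with a log2 intensity of 6.82 ± 1.69 (SD over 12 arrays). Cdkn1a, the cell cycle inhibitor p21, was detected on 4 arrays in all, and Spred1, an inhibitor of Ras signalling, on 6. Rcan1, a calcineurin target linked to hypertrophy, was detected on 5 arrays. Tpi1, a glycolytic enzyme, was detected on 7 arrays and Tubb5, a β-tubulin, on 8. Fth1, the heavy chain of ferritin and a member of no fixed list, was detected on all 12 arrays at 7.76 ± 0.55. The percentage of genes detected per array was 8.33% for TGF-β target genes, 5.25% for hypertrophy genes, 4.90% for growth factor ligands and receptors, 3.70% for immediate early genes, 2.78% for cell cycle genes, 2.38% for endoplasmic reticulum genes and 1.03% for histones, and 0% for the transcription factors named from the study's network. None of these 8 lists had a gene detected on all 12 arrays, and over 60 list comparisons between groups the exact permutation tests gave 0 with p under 0.05. Olfr1333, an olfactory receptor gene, was detected on 8 arrays.

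It was asked whether a probe on a group list reports its transcript or only noise of that probe. If it reports a transcript, other probes for the same gene should be detected more often than probes of other genes with several probes. The 111 second probes of 72 genes on the lists were detected on 9.61% of arrays, against 2.09% for probes of other genes with several probes, a ratio of 4.61 (permutation p = 0.0001, the smallest these permutations can give). This is consistent with list probes reporting transcripts, although only 34 of the 111 second probes were detected on any array.

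The control list here held 92 probes, the TGF-β2 list 179 and the PDGF-BB list without PDGF-BB sample 1 held 97. These are lower than the values quoted from the study above, and its second criterion on parental cells could only have lowered its own counts further. The deposited detection p-values do not give lists of that length, so the study may have made its detection call on other values, such as another export. The study words its lists as found in all samples of a group. The comparison may not be like for like. The lists without PDGF-BB sample 1 had 55 probes in common, 19 on the control list alone, 76 on the TGF-β2 list alone and 12 on the PDGF-BB list alone. These are lower than the values quoted from the study above. Ribosomal protein genes made up 32.7% of those common probes (exact interval 20.7 to 46.7%) and probes without a gene name 5.45% (1.14 to 15.1%). The first is higher than the value quoted from the study above, and the second is lower but its interval covers that value. The ribosomal share varied with the list: 34.6% of 26 common probes with all arrays, 24.3% of 37 and 23.7% of 97 for PDGF-BB with and without sample 1, 20.7% of 92 for control and 15.6% of 179 for TGF-β2. The study's lists were longer, so the first contrast may come from unequal lengths. Oxidative phosphorylation genes made up 1.82% of the 55 common probes (0.0460 to 9.72%), which has no counterpart to compare, because the study's class of energy supply and mitochondria is broader.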
